A study of Mus musculus with 8 samples. Its data were reported in "LRPPRC-mediated folding of the mitochondrial transcriptome" (2017).

How the data were processed

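RNA was taken from whole hearts of male mice, and total RNA was sequenced in paired-end libraries made with random primers after depletion of cytoplasmic rRNA. The samples were grouped by the titles given to them, as 4 wildtype and 4 Lrpprc knockout libraries with replicate numbers 1 to 4 in each group.

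The authors made the expected counts with RSEM 1.2.31 and bowtie2, as reverse-stranded paired-end reads, against GENCODE M13 transcripts to which they had added their own mitochondrial rRNA and mRNA sequences with a stretch of adenines at the 3' end. RSEM divides reads that match several genes, so the deposited expected counts need not be whole. The deposited records of the mitochondrial rRNAs and mRNAs exceeded the annotated gene by 48 to 54 bases in 10 of 13 cases, by 122 in mt-Co1, by 629 in mt-Nd5 and by 572 in mt-Nd6. The deposited TPM values, also by RSEM, sum to a constant and were used only for shares and abundance. The deposited gene length and effective length are other values by the authors in bases. The authors' deposited table gave a log2 fold change, a p-value with its adjusted p-value, and a signal that is the mean normalised count. It came from tximport 1.4.0 and DESeq2 1.16.1. It was used only for comparison with the fit made here. A further table of normalised counts had 8 columns whose names match no sample label, and those 8 columns were not used.

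Expected counts were rounded to whole numbers. DESeq2 1.42.0 in R 4.3.3 was fitted to all 8 libraries with genotype as the only term, median-of-ratios size factors and the effective lengths as an offset for each gene, which is the tximport route the authors took. Effective lengths of 0 were set to 1. Fold changes were not shrunk, and p values were adjusted by Benjamini-Hochberg with a threshold of 0.05. An adjusted p that DESeq2 did not give was left out. Gene lists were tested with camera and fry of limma 3.58.1 on voom values, with a preset correlation of 0.01 and adjustment over 5 lists. Of the names in the cardiac stress list, 19 of 20 matched a symbol. Values per library were compared by exact permutation tests over all 70 assignments, two-sided, with a smallest possible p of 0.0286. A pseudocount of 1 was added before logarithms. Gene symbols and GRCm38 coordinates came from GENCODE M21 and matched 50339 of 50563 Ensembl identifiers. Copies of mitochondrial genes were found by blastn of GENCODE transcripts, at an identity of at least 95% over at least 200 bases, which gave 11 copies.

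Depth ranged from 35218541 to 47743376 counts per library. A group whose libraries all had at most 3 counts was treated as at the floor, and its fold change was given as a bound. Bounds and floors cover counting error only. No pair of replicates agreed within sampling noise, since the chi-square per degree of freedom lay between 4.65 and 52.89 within the groups, so each library counted as 1 replicate.

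The genes named were fixed by a rule. They were Lrpprc, Slirp, every mitochondrial rRNA and mRNA record, the members of each list with the 3 largest changes past the threshold, and among other nuclear genes the 5 largest rises and 5 largest falls with a mean of at least 100 normalised counts and no overlap between groups. The tests, the lists and the alternatives were chosen before the data were examined, except where stated. The alternatives were edgeR 4.0.16 with TMM, no length offset, only genes with at least 10 counts in 4 libraries, size factors from nuclear genes, total-count scaling with and without mitochondrial rRNA, a replicate block, leaving out each library, other denominators for the shares, and other set tests. Marker genes of cardiomyocytes, fibroblasts, endothelial cells, macrophages, erythroid cells, atrial tissue and adipose tissue were also listed beforehand.

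The tests were tested on simulated data drawn from the wildtype means with dispersions fitted by edgeR, with 200 changed genes. The changed genes all lay above a minimum mean count and all changed by at least 2-fold. Recovery of smaller changes or of genes with low counts was not tested. DESeq2 recovered 92.5% of them among 18274 genes tested, all in the right direction, and edgeR recovered 88.5% among 15630. Of the 234 calls by DESeq2, 49 were unchanged genes, which is 20.9% and above the nominal rate, while 6.84% of the calls by edgeR were unchanged genes. Among unchanged genes above a minimum mean count, 5.24% had an unadjusted p under 0.05 with DESeq2, while the calls were counted over all genes tested. Single calls by DESeq2 near the threshold are therefore less certain than their adjusted p. In these libraries 6087 of the 6269 edgeR calls were shared with DESeq2. The set test called the 1 list that was changed, with 82 genes, and 0 of the other 4. The simulated genes were drawn independently of each other. This therefore does not test the set test on lists of correlated genes, such as the OXPHOS subunits (estimated correlation 0.724).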

Results

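RNA from whole hearts of mice was measured by RNA sequencing in 8 libraries, each from 1 animal. The 8 libraries formed 2 groups of 4, wildtype and Lrpprc knockout. In the knockout animals the Lrpprc gene was removed in heart and skeletal muscle only. In the paper's footprinting the controls, also labelled wildtype, carried loxP sites in Lrpprc, and the knockouts carried Cre as well. If the animals here were alike, an effect of Cre cannot be told apart from the loss of Lrpprc. Lrpprc encodes a protein that binds RNA in mitochondria together with its partner Slirp. Total expected counts were 35218541, 37716953, 42325505 and 47743376 in wildtype replicates 1 to 4 and 42383379, 38128303, 43183714 and 45062420 in knockout replicates 1 to 4. The totals did not differ between the groups by more than the replicates did (exact permutation test, two-sided p = 0.6). Of the 50599 records in each library, 26958 had a count in at least 1 library.

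The first comparison asked whether the targeted gene was reduced in the libraries labelled knockout. Lrpprc (ENSMUSG00000024120.12) lies on chromosome 17 from 84705247 to 84790789 on the minus strand (GRCm38) and codes for protein. Its normalised count was 3665 ± 216 (SD, n = 4) in the wildtype and 577 ± 48.6 (SD, n = 4) in the knockout. The log2 fold change was -2.67 with a standard error of 0.1 (DESeq2, adjusted p = 3.77e-153). Total counts that left out mitochondrial rRNA moved it most, to -2.24. All 4 knockout libraries lay below all 4 wildtype libraries. The count of Slirp (ENSMUSG00000021040.15, chromosome 12 from 87443896 to 87452206) was 340.4 ± 30.8 (SD, n = 4) in the wildtype and 345 ± 60 (SD, n = 4) in the knockout, with a log2 fold change of 0.02 and a standard error of 0.155 (DESeq2, adjusted p = 0.952). The sign of this small value changed with edgeR (-0.00613) and with total-count scaling (-0.29), and with total counts that left out mitochondrial rRNA it was 0.43 (DESeq2, adjusted p = 0.00397).

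The next comparison covered all genes. With DESeq2, 6728 records had an adjusted p under 0.05, of which 3628 were higher and 3100 lower in the knockout. They made up 33.7% of the 19959 records with an adjusted p. A change of at least 2-fold was found for 2466 of them, 1370 higher and 1096 lower. With total-count scaling that left out mitochondrial rRNA, the alternative that moved the first number most, 9061 records were called, 7950 higher and 1111 lower, and with total-count scaling 7836 were called, 1924 higher and 5912 lower. These scalings shifted the median log2 fold change of the 15754 records with a mean of at least 10 normalised counts by 0.429 and by -0.299. The authors' deposited table listed 6728 records with an adjusted p under 0.05, and all 6728 were shared. The largest absolute difference in log2 fold change from the authors' deposited table was 0.00034.

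The composition of the libraries was compared next. Mitochondrial rRNA took 45.1% ± 1.2 (SD, n = 4) of the counts in the wildtype and 66.71% ± 0.94 (SD, n = 4) in the knockout. The difference of 21.61 percentage points had the smallest p that the 70 assignments of 8 libraries allow (exact permutation test, two-sided p = 0.0286). Mitochondrial mRNA records took 10.14% ± 0.12 (SD, n = 4) in the wildtype and 0.9735% ± 0.13 (SD, n = 4) in the knockout (exact permutation test, two-sided p = 0.0286). With the nuclear copies of mitochondrial genes added, a choice made after seeing the data, the share was 13.98% ± 0.15 (SD, n = 4) in the wildtype and 1.162% ± 0.15 (SD, n = 4) in the knockout. As a share of TPM the difference for rRNA was 22.56 percentage points and the difference for mRNA was -7.87.

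**Figure D1:**
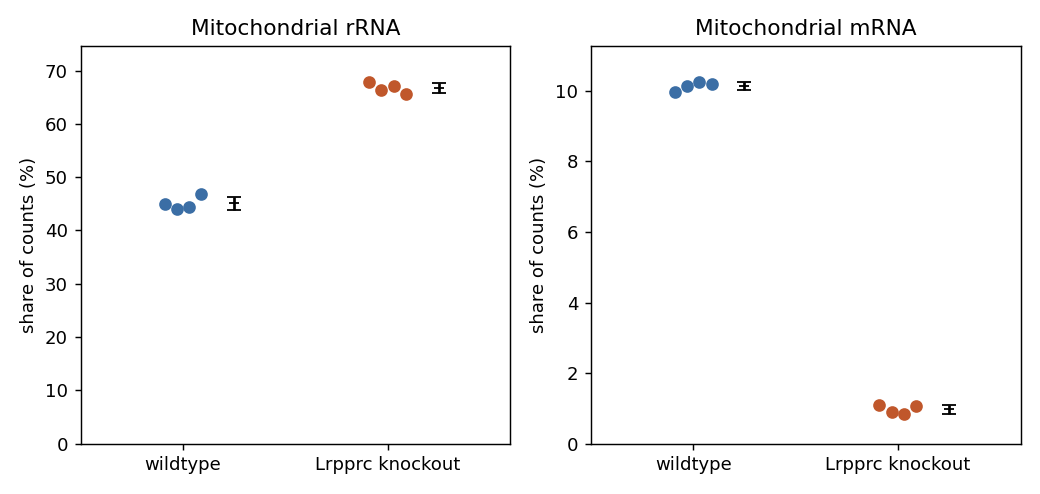
Share of all expected counts (percent, y axis) from mitochondrial rRNA (left) and mitochondrial mRNA records (right) in the wildtype and the Lrpprc knockout; points are the 4 libraries of each group, and the bar beside them is the mean with its SD. The rRNA share lay between 44.01% and 46.86% in the wildtype and between 65.63% and 67.84% in the knockout.

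The mitochondrial genome has 11 mRNA records and 2 rRNA records in these files. The question was whether the mitochondrial transcripts changed when LRPPRC was lost. Of the 11 mRNA records, 10 were lower in the knockout and 0 were higher at an adjusted p under 0.05 (DESeq2), and the unadjusted p of the remaining record was 0.205 by DESeq2. The median log2 fold change of the 11 records was -3.31 (exact permutation test on the mean log2 count per library, two-sided p = 0.0286). The median is the value of mt-Co2, whose counts are uncertain because of a nuclear copy, and it was -3.02 with copies summed. Leaving out knockout replicate 3 moved it most, to -3.74, and total counts that left out mitochondrial rRNA gave -2.91. The smallest fall among the 10 was that of mt-Nd2 (mitochondrial genome from 3914 to 4951), with a log2 fold change of -1.31 and a standard error of 0.0947 (DESeq2, adjusted p = 3.92e-41). mt-Nd1 (2751 to 3707) had -1.48 and mt-Nd5 (11742 to 13565) had -1.72. mt-Cytb (14145 to 15288) had -2.90, mt-Atp8_6 (7766 to 8607) had -4.27, and mt-Co1 (5328 to 6872) had -4.66. The record mt-Nd4l_4 (9877 to 11544) had -4.72, with 257000 ± 8560 normalised counts (SD, n = 4) in the wildtype and 9733 ± 991 (SD, n = 4) in the knockout.

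For 3 records the values are uncertain, because nearly all reads of the gene were counted on a near-identical copy in the nuclear genome. mt-Co2 (7013 to 7696), mt-Co3 (8607 to 9390) and mt-Nd3 (9459 to 9806) had log2 fold changes of -3.31, -5.84 and -4.42 as deposited, on wildtype means of 382.1, 785.9 and 1044 normalised counts. Their copies Gm28661, Gm28437 and Gm28438 lie on chromosome 1 between 24612775 and 24615565 on the minus strand and are annotated as unprocessed pseudogenes. In the wildtype the copies held 99.92%, 99.89% and 98.33% of the counts of record and copies together. With copies and record summed, an alternative chosen after seeing the data, the log2 fold changes were -3.02, -5.31 and -3.58. The summed counts of mt-Co2 were 498100 ± 13100 (SD, n = 4) in the wildtype and 61300 ± 5030 (SD, n = 4) in the knockout.

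**Figure D2:**
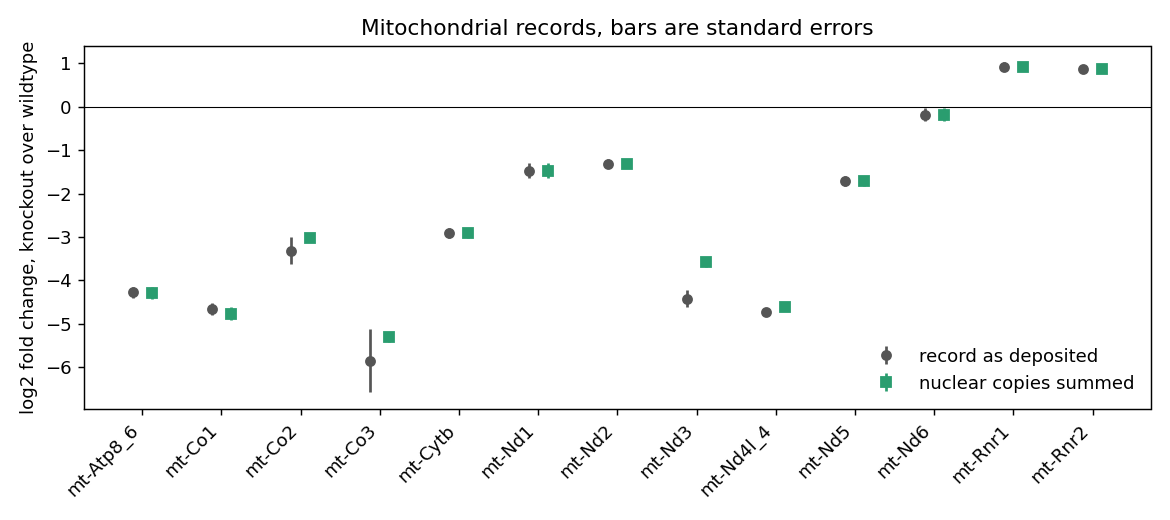
Log2 fold change, knockout over wildtype (y axis), of each mitochondrial record (x axis) as deposited (circles) and with its nuclear copies summed (squares); bars are standard errors of the DESeq2 fit on 4 libraries per group. Summing moved mt-Nd3 from -4.42 to -3.58 and left mt-Cytb at -2.90.

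mt-Nd6 is encoded on the other strand of the mitochondrial genome (13552 to 14070, minus strand). Its normalised count was 3555 ± 370 (SD, n = 4) in the wildtype and 3140 ± 532 (SD, n = 4) in the knockout. The log2 fold change of -0.18 with a standard error of 0.141 did not pass the threshold (DESeq2, adjusted p = 0.353). The deposited record of mt-Nd6 is longer than the annotated gene. The call depended on scaling and on 1 library. With total-count scaling the value was -0.48 (DESeq2, adjusted p = 0.000461), with total counts that left out mitochondrial rRNA it was 0.24 (DESeq2, adjusted p = 0.107), and without knockout replicate 3 it was -0.30 (DESeq2, adjusted p = 0.0162). Relative to the median gene it was -0.20 with the size factors used, -0.20 with total counts and -0.21 with total counts that left out mitochondrial rRNA. A scaling moves every gene by nearly the same amount, so such relative values could hardly move. The difference between mt-Nd6 and the mean of the other 10 mRNA records was 3.36 on the log2 scale (exact permutation test, two-sided p = 0.0286). It lay between 3.12 and 3.42 under the alternatives run. Scaling nearly cancels in this difference within a library, so the scalings could not test it.

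Both mitochondrial rRNA records were higher in the knockout. mt-Rnr1 (70 to 1024) had a log2 fold change of 0.92 with a standard error of 0.0954 (DESeq2, adjusted p = 1.79e-20). mt-Rnr2 (1094 to 2675) had 0.86 with a standard error of 0.0942 (DESeq2, adjusted p = 3.15e-18). With total-count scaling the rises of mt-Rnr1 and mt-Rnr2 were 0.63 and 0.56. With total counts that left out mitochondrial rRNA they were 1.35 and 1.28.

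**Figure D3:**
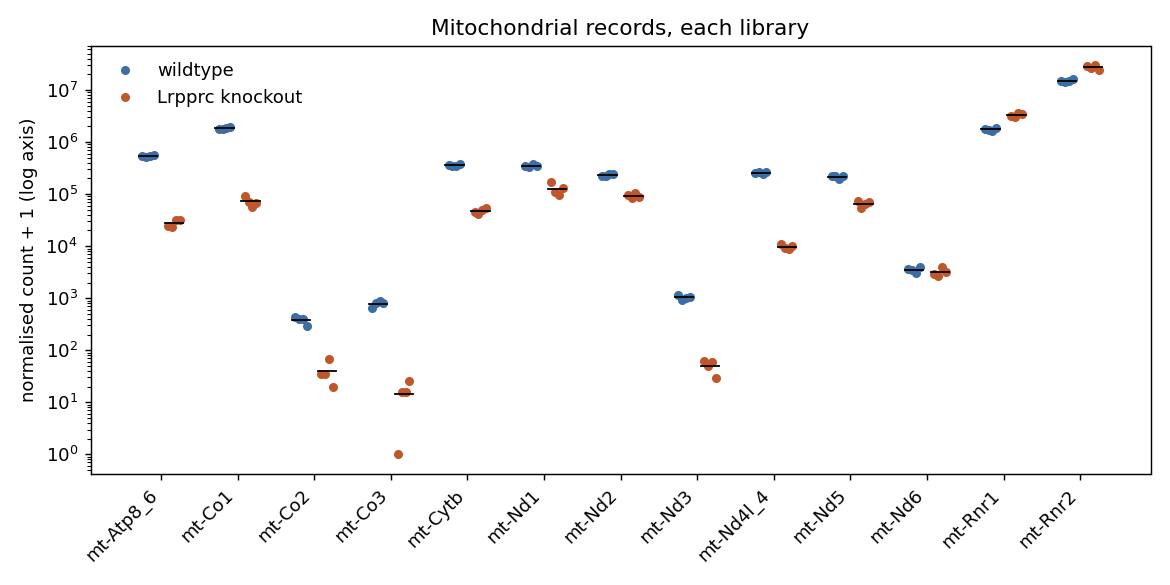
Normalised count plus 1 (log axis) of each mitochondrial record (x axis) in the 4 wildtype and 4 Lrpprc knockout libraries; points are libraries and lines are group means. The points of mt-Nd6 overlap between the groups, and those of the other 12 records do not.

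The 5 gene lists fixed in advance were compared as sets. Mitochondrial stress response genes had a median log2 fold change of 2.67 over 30 tested genes (camera, adjusted p = 7.39e-17). Of these, 27 were higher and 1 lower by DESeq2 adjusted over all genes, and 27 were higher and 1 lower when adjusted over the list alone. Gdf15 rose by 7.12 on the log2 scale (standard error 0.323), from 12.15 ± 3.37 to 1704 ± 650 normalised counts (SD, n = 4). Fgf21 rose by 6.76 and Asns by 6.11. The wildtype counts of Fgf21 were under the floor of 3 in all libraries except replicate 4, so without that library its rise has only a lower bound. Cardiac stress genes had a median of 2.17 over 19 tested genes (camera, adjusted p = 0.000923), a call lost with total counts that left out mitochondrial rRNA (camera, adjusted p = 0.168), with 14 higher and 4 lower, and the same numbers adjusted over the list alone. Myh7 rose by 4.10 (standard error 0.412), Lgals3 by 4.09 and Spp1 by 4.46. The values of Spp1 overlapped between the groups, and with the replicate block its call was not kept (log2 fold change 2.70, DESeq2, adjusted p = 0.0975). Its rise rested on knockout replicates 2 and 4, with 707.9 and 818.3 normalised counts, against 17.88 and 12.68 in replicates 1 and 3.

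Nuclear genes of OXPHOS subunits had a median of -0.32 over 84 tested genes, of which 82 were in the set test (camera, adjusted p = 4.28e-09). The median was -0.63 with total-count scaling (camera, adjusted p = 3.75e-14). With total counts that left out mitochondrial rRNA the median was 0.10 (camera, adjusted p = 0.0432). Relative to the median gene it was -0.34 with the size factors used and -0.35 with either of these scalings, and the direction of the camera test was down in all 3. By DESeq2 44 were lower and 2 higher. Adjusted over the list alone, 51 were lower and 3 higher. The call of this list was lost with an estimated correlation between genes (camera, adjusted p = 0.556) and kept with fry (adjusted p = 0.0117). The calls of the mitochondrial stress response and cardiac stress lists were kept under both. Cox7a1 fell by 1.65, Cox6a1 rose by 1.45 and Cox8a rose by 1.04. Mitochondrial ribosomal proteins had a median of 0.01 over 78 tested genes (camera, adjusted p = 0.704), which was -0.29 with total-count scaling and 0.43 with total counts that left out mitochondrial rRNA. Both scalings brought the list past the threshold, down with the first and up with the second (camera, adjusted p = 0.0453 and adjusted p = 0.0446). Relative to the median gene it was -0.01 with the size factors used and -0.01 and -0.02 with these scalings. By DESeq2 19 were higher and 15 lower, and 20 and 18 when adjusted over the list alone. The 3 largest changes of that list were Mrpl23 with a log2 fold change of 1.24, Mrps18b with 1.11 and Mrpl18 with -0.88. The rank of Mrpl23 depended on the length offset. With no length offset Mrpl23 had 0.676, Mrps18b 1.158 and Mrpl18 -0.886. The counts of Mrpl23 before normalisation overlapped, at 42 to 76 in the wildtype and 59 to 95 in the knockout. Mitochondrial gene expression factors had a median of -0.08 over 61 tested genes (camera, adjusted p = 0.314), which was -0.38 with total-count scaling, past the threshold (camera, adjusted p = 0.0353), and 0.34 with total counts that left out mitochondrial rRNA (camera, adjusted p = 0.373). Relative to the median gene it was -0.10, -0.10 and -0.11 in the same order. By DESeq2 8 were higher and 14 lower, also when adjusted over the list alone. Mrm2 had a log2 fold change of -0.93, and its call was lost with total counts that left out mitochondrial rRNA (-0.50, DESeq2, adjusted p = 0.0537). Relative to the median gene, a value that scaling can hardly move, Mrm2 had -0.952 with the size factors used and -0.939 with total counts. With total counts that left out mitochondrial rRNA that relative value was -0.949. Mterf2 had a log2 fold change of -0.90 and Rexo2 of 0.88.

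Among the other genes of the nuclear genome, the 5 largest rises that met the rule were those of Vmn2r3, Ostn, Slc7a3, Nmrk2 and Phgdh. Vmn2r3 (ENSMUSG00000091572.8, chromosome 3 from 64257215 to 64289709) had at most 2 counts in any wildtype library and 497.9 ± 119 normalised counts (SD, n = 4) in the knockout, at least 159-fold higher. Ostn (ENSMUSG00000052276.8, chromosome 16 from 27307489 to 27351212) was at least 115-fold higher. Slc7a3 rose by 6.57 and Nmrk2 by 6.44 on the log2 scale, with standard errors of 0.419 and 0.659. The wildtype counts of Slc7a3 were at most 3 in all libraries except replicate 4, which had 8. Without that library the rise of Slc7a3 has only a lower bound. Phgdh, which is also in the mitochondrial stress response list, rose by 5.86. The 5 largest falls were those of Ces1d and of 4 nuclear copies of mitochondrial genes, Gm10925, Gm29216, Gm28437 and Gm13340, which share reads with the mitochondrial records. Gm10925 had 0 counts in all 4 knockout libraries and was at least 1660-fold lower. Ces1d (ENSMUSG00000056973.6, chromosome 8 from 93166068 to 93197838) had a log2 fold change of -4.97 with a standard error of 0.668 (DESeq2, adjusted p = 2.56e-12), and -6.09 without knockout replicate 1. The next falls outside the copies, chosen after their values were seen, were Efnb3 with -4.13, Kcnv2 with -4.08, Sbk2 with -4.05 and Lingo3 with -3.80. Without knockout replicate 3 Efnb3 had -4.78, and without knockout replicate 1 Lingo3 had -4.84.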

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

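All tests in this part were chosen after the values were seen, except the test of mt-Tm under other scalings. Of 141 groups of 4 libraries, 9 held a library far from the other 3, where chance gives about 7.05, and the number alone does not exceed chance (one-sided binomial p = 0.27). Each single case below may therefore be a chance value, and no biological explanation was tested for these single libraries, except the tissue taken for knockout replicate 3.

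In the knockout, replicate 2 had the lowest Lrpprc count, 504.3 against 597.4 to 605.4. Replicate 1 had a Ces1d count of 151.3 against 23.09 to 29.43, and replicate 2 had a Bmp10 count of 2545 against 545.6 to 688.3. In the wildtype, replicate 3 had a Spp1 count of 24.3 against 14.85 to 16.07, and replicate 2 had a Lgals3 count of 42.04 against 68.32 to 73.07. Vmn2r6 had 1.039 normalised counts in wildtype replicate 1 and 0 in the other wildtype libraries, all under the floor of 3 counts.

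Knockout replicate 3 was the far library in 3 cases. Its position on the second principal component, which held 12.9% of the variance, was 45.67 against -22.26 to -14.79 in the other knockout libraries. Its Cox8a count was 3658 against 2620 to 2702, and its Fabp3 count was 83580 against 32420 to 38360. A mislabelled sample is argued against by its Lrpprc count of 605.4, far below every wildtype library. Library size is argued against by its total of 43183714 counts, inside the range of the other knockout libraries. Less atrial tissue in that sample cannot be told apart. Of the 4 atrial markers held by no other list, 3 lay below the other knockout libraries, Myl4 with 463.3 against 2084 to 3415, Myl7 with 70.13 against 319.4 to 639.1 and Sln with 46.08 against 154.2 to 181.5 normalised counts, while Bmp10 with 688.3 lay inside the range of 545.6 to 2545. This is 1 library, and whether it accounts for the Fabp3 and Cox8a counts was not tested. Another difference between animals stays open.

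The record of the tRNA mt-Tm belongs to no comparison above. Its mean normalised count was 22 ± 6.89 (SD, n = 4) in the wildtype and 56.06 ± 10.9 (SD, n = 4) in the knockout, with a log2 fold change of 1.34 (DESeq2, adjusted p = 0.000182), and all 4 knockout libraries were above all 4 wildtype libraries. The choice of size factors is argued against, since the smallest log2 fold change over the scalings was 1.03. Precursor RNA that also spans mt-Nd2 is a possible explanation. mt-Nd2 itself fell (-1.308), but its own abundant mRNA would hide a small amount of precursor, so this cannot be told apart from a change in mt-Tm.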

How the results depend on the processing

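The fall of Lrpprc, the fall of the mitochondrial mRNAs as a set, the calls of both mitochondrial rRNAs, the difference between mt-Nd6 and the other mRNAs, both shares and the mitochondrial stress response list kept their direction under every alternative run. Lrpprc, both rRNA calls and the stress response list also kept their side of the threshold. With edgeR and with no length offset the set test was not rerun (camera, adjusted p = 7.39e-17 carried over). Those alternatives could therefore not move the call of the list. For the median of the mitochondrial mRNAs, the difference of mt-Nd6 and both shares the exact permutation p was 0.0286 in every test made, the smallest it can be, so it cannot show whether they weakened. With the replicate block no such test was made. The median of the mitochondrial mRNAs ran from -3.74 to -2.91 and the difference of mt-Nd6 from 3.12 to 3.42. Scaling nearly cancels in the difference of mt-Nd6, so only the other alternatives could test it. The difference in rRNA share ran from 15.06 to 22.56 percentage points and that in mRNA share from -21.98 to -7.87, the outer values of 15.06 and -21.98 being shares of the remaining counts with copies summed, chosen after seeing the data. The alternative that summed the added sequence with a GENCODE record of the same mitochondrial gene was not run, since the files held 0 such records.

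The share of calls that were higher was 53.9% with the size factors used, 24.6% with total counts and 87.7% without mitochondrial rRNA. Both total-count scalings moved the median gene, by -0.299 and 0.429. A scaling moves every gene by nearly the same amount, so values relative to that gene could hardly move and are no test. Over the size factors used and these scalings they ran from -0.351 to -0.341 for OXPHOS subunits, from -0.0164 to -0.00755 for ribosomal proteins, from -0.11 to -0.103 for gene expression factors, from 2.14 to 2.16 for cardiac stress genes, from -0.209 to -0.198 for mt-Nd6 and from -0.0148 to -0.00253 for Slirp. The sign changes and calls below are of values that include this shift. With total-count scaling mt-Nd6 had -0.48, mitochondrial gene expression factors -0.38, mitochondrial ribosomal proteins -0.29 and Slirp -0.29. With total counts that left out mitochondrial rRNA, 3733 genes had a change of at least 2-fold against 2466, mt-Nd6 had 0.24, OXPHOS subunits 0.10, mitochondrial ribosomal proteins 0.43, gene expression factors 0.34 and cardiac stress genes 2.59 with the call lost (camera, adjusted p = 0.168). For the other shifts the cause was not tested.

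The median of mitochondrial ribosomal proteins was near 0 and changed sign with edgeR (-0.011) and with no length offset (-0.010), and Slirp did so with edgeR (-0.00613). Across the 8 fits that each left out 1 library, the median of that list ran from -0.014 to 0.053, Slirp reached its lowest value of -0.104 without knockout replicate 3, and mt-Nd6 ran from -0.30 to -0.11. Of these fits, the one without knockout replicate 3 alone called mt-Nd6. Without knockout replicate 2 mt-Nd6 had -0.11 and gene expression factors -0.05, and without knockout replicate 4 the factors also had -0.05. The number of calls ran from 5549 to 7022 in these 8 fits. The OXPHOS call was lost with an estimated correlation between genes, with an adjusted p of 0.556 by camera. Of the named genes, Mrm2 lost its call with total counts that left out mitochondrial rRNA (-0.50) and Slirp gained one (0.43). Relative to the median gene Mrm2 had -0.952 with the size factors used and -0.949 with that scaling. Slirp changed sign under 5 alternatives, among them leaving out wildtype replicate 1 (-0.00784) or 2 (-0.0323).

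Same-numbered libraries did not deviate together, with correlations from -0.082 to 0.093, so the numbers do not pair the samples. With the replicate block 5525 genes were called, 5402 of them shared. Sign changes within 4 pairs cannot give a p under 0.125, so no blocked permutation call was made. Spp1 lost its call with the block, and without knockout replicate 2 or 4 DESeq2 gave it no adjusted p.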

Other observations

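The tests of other splits and of matched random lists were set out before their results were seen, and the other tests in this part only afterwards. For the numbers of genes called, 1 of the 35 splits of the 8 libraries, the real one, gave as many with an adjusted p under 0.05, and the same held for changes of at least 2-fold. The most calls in another split was 178. Likewise 1 of the 35 splits gave as large a result for the mitochondrial mRNAs, the mitochondrial rRNAs, Lrpprc, the mitochondrial stress response and the cardiac stress genes. For mt-Nd6 it was 7 of the 35 splits, for nuclear OXPHOS subunits 11, for mitochondrial ribosomal proteins 32 and for mitochondrial gene expression factors 20. These counts for lists rest on the camera p, which for the OXPHOS list did not single out the real grouping. The mean log2 value of that list per library did not overlap between the groups, at 11.6 to 11.62 in the wildtype and 11.11 to 11.48 in the knockout, which chance gives with a share of 0.0286.

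Expression level, gene length and GC content were tested with 10000 random lists matched on all 3. For OXPHOS subunits, mitochondrial stress response and cardiac stress genes the one-sided p was 1e-04 in each case, the smallest that these draws can give. The matched lists for OXPHOS subunits had a median of 0.402, and the list's own median over its 82 genes with values was -0.316. These random lists treat genes as independent, which the OXPHOS genes are not (estimated correlation 0.724).

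The counts of mt-Co2, mt-Co3 and mt-Nd3 lay on nuclear copies. A candidate explanation is that the division of shared reads favours the shorter of a pair of near-identical records, since the added records carry extra bases. Of 7 copies at 99% identity or more, the 3 that held most counts spanned at least 86.5% of the record, and the others spanned at most 76% and held at most 7.8% of the counts in the wildtype. This hypothesis was found and tested on the same 7 copies. A single transcript of the nuclear segment on chromosome 1 is argued against, since the 3 copies differed by up to 2.28 in log2 fold change with a standard error of 0.13.

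For the rise of mitochondrial rRNA, the loss of mRNA counts from the total is argued against, since the rRNA share was still 17.18 percentage points higher among the counts outside the mitochondrial mRNA records, and 15.06 higher with the nuclear copies left out as well. The choice of size factors is argued against by a smallest log2 fold change of mt-Rnr2 of 0.558 over the scalings. The depletion was aimed at cytoplasmic rRNA, and whether it also removed mitochondrial rRNA was not tested. Less complete depletion could not be judged from the 1 cytosolic rRNA record used, CT010467.1. Its log2 fold change was 0.0629 with a standard error of 0.647.

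Macrophage markers had a median log2 fold change of 0.741, with 6 of 8 called higher, and 3 collagen genes rose by 1.29 to 1.62. Of the 8 fibroblast markers these 3 were called higher and 1 was called lower. That 1 was Gsn, with a log2 fold change of -0.721 (DESeq2, adjusted p = 2.04e-08). A lower share of cardiomyocyte RNA as the only cause is argued against. The 34 markers of the 5 other cell types did not move alike (permutation test, p = 3e-04). With the size factors used, their medians were 0.741 for macrophages, 0.546 for erythroid cells, 0.41 for fibroblasts, -0.072 for endothelial cells and -0.631 for adipose tissue. The endothelial median was 0.346 with total counts that left out mitochondrial rRNA, while the signs of the other medians held under the scalings run. The median of the cardiomyocyte markers was -0.671, with 7 of 10 called lower and 1 called higher. The adipose markers had low counts, with means from 16.02 to 58.64. The most abundant macrophage marker, Lyz2, had a mean of 2178 normalised counts and a log2 fold change of 0.465 (DESeq2, adjusted p = 0.205). An earlier comparison of macrophage with endothelial markers alone gave a difference of 0.832, and was replaced by the test of all markers because that pair had been picked from its values. A change in macrophages or in collagen expression stays open. So does a lower share of cardiomyocyte RNA together with changes in single cell types. Markers within a type are not independent.

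The 5 atrial markers had a median of -0.963. Of these Myl7 and Sln fell, with log2 fold changes of -3.54 and -2.84, and Nppa, which is also in the cardiac stress list, rose by 1.73. A smaller share of atrial tissue as the only cause is argued against, since the 4 atrial markers held by no other list moved apart, with a Cochran's Q of 19.7 on 3 degrees of freedom, with Myl4 at -0.96 and Bmp10 at -0.85. The value of Bmp10 rested on knockout replicate 2 and was -1.66 without it. Across the 8 fits that each left out 1 library Q ran from 13.3 to 97.4, the highest without knockout replicate 3, above the 95% point of 7.81. Q treats the markers as independent. In knockout replicate 3 Myl4, Myl7 and Sln were below the other knockout libraries, and less atrial tissue in that sample stays open. This also replaced a comparison of Bmp10 with Myl7 alone, which gave 2.69. Less atrial tissue together with higher expression of some of these genes elsewhere stays open.

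Vmn2r3 and 4 other Vmn2r genes of a cluster on chromosome 3 (64053031 to 64899762) were higher in the knockout. Vmn2r6 was at least 29.2-fold higher. Vmn2r4 rested largely on knockout replicate 3, with 42.69 normalised counts against 7.881 to 19.25 in the other knockout libraries. Vmn2r1 overlapped between the groups, with 1.155 in knockout replicate 2 and 1.936 in wildtype replicate 2, and had 29.97 in knockout replicate 3. Reads shared with Vmn2r genes elsewhere are argued against, since their transcripts matched 0% of the transcript of each of the 5 genes at 95% identity over at least 100 bases. Reads shared within the cluster cannot be told apart, since other transcripts of the cluster matched 93.5% of Vmn2r6, 96% of Vmn2r7 and 29.5% of Vmn2r4, whose separate counts are therefore uncertain, and 0% of Vmn2r3 and Vmn2r1. The sequence test replaced a comparison of counts, in which the 207 Vmn2r records elsewhere had means of at most 16.4 in the knockout, since Vmn2r7 and Vmn2r1 lay below that with 14.5 and 12.23. A change over the whole region may contribute. Of the nearest expressed genes Ssr3 had a log2 fold change of 0.333 (DESeq2, adjusted p = 0.0237), and Gmps on the other side showed no rise, with -0.008 and a standard error of 0.091. A change of the region that stops short of Gmps cannot be told apart.

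The falls of the 10 mRNAs of the heavy strand were unequal. Values with nuclear copies summed were used, a choice made after seeing the data, and the records are not independent replicates. Pearson's r of the log2 fold change was -0.585 with abundance in the wildtype (permutation p = 0.0779, adjusted over 3 relations 0.234), -0.209 with position on the mitochondrial genome (permutation p = 0.557, adjusted 0.688) and 0.151 with length of the record (permutation p = 0.688, adjusted 0.688). Spearman's rho was -0.539 (permutation p = 0.112), -0.2 (permutation p = 0.583) and 0.127 (permutation p = 0.734). Without the 2 records farthest from the median, r was -0.37, -0.097 and -0.051. With the records as deposited the sign of the relation with abundance changed, with r of 0.334 (permutation p = 0.338, adjusted 0.528) and rho of 0.188 (permutation p = 0.604). The relations with position (r of -0.227, permutation p = 0.528) and length (r of 0.255, permutation p = 0.485) kept their sign. None of the 3 relations passed the threshold with either set of values.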
